# Analysis of DNA strand-specific differential expression with high density tiling microarrays

**DOI:** 10.1186/1471-2105-11-136

**Published:** 2010-03-17

**Authors:** Luis Quintales, Mar Sánchez, Francisco Antequera

## Abstract

**Background:**

DNA microarray technology allows the analysis of genome structure and dynamics at genome-wide scale. Expression microarrays (EMA) contain probes for annotated open reading frames (ORF) and are widely used for the analysis of differential gene expression. By contrast, tiling microarrays (TMA) have a much higher probe density and provide unbiased genome-wide coverage. The purpose of this study was to develop a protocol to exploit the high resolution of TMAs for quantitative measurement of DNA strand-specific differential expression of annotated and non-annotated transcripts.

**Results:**

We extensively filtered probes present in Affymetrix Genechip Yeast Genome 2.0 expression and GeneChip *S. pombe *1.0FR tiling microarrays to generate custom Chip Description Files (CDF) in order to compare their efficiency. We experimentally tested the potential of our approach by measuring the differential expression of 4904 genes in the yeast *Schizosaccharomyces pombe *growing under conditions of oxidative stress. The results showed a Pearson correlation coefficient of 0.943 between both platforms, indicating that TMAs are as reliable as EMAs for quantitative expression analysis. A significant advantage of TMAs over EMAs is the possibility of detecting non-annotated transcripts generated only under specific physiological conditions. To take full advantage of this property, we have used a target-labelling protocol that preserves the original polarity of the transcripts and, therefore, allows the strand-specific differential expression of non-annotated transcripts to be determined. By using a segmentation algorithm prior to generating the corresponding custom CDFs, we identified and quantitatively measured the expression of 510 transcripts longer than 180 nucleotides and not overlapping previously annotated ORFs that were differentially expressed at least 2-fold under oxidative stress.

**Conclusions:**

We show that the information derived from TMA hybridization can be processed simultaneously for high-resolution qualitative and quantitative analysis of the differential expression of well-characterized genes and of previously non-annotated and antisense transcripts. The consistency of the performance of TMA, their genome-wide coverage and adaptability to updated genome annotations, and the possibility of measuring strand-specific differential expression makes them a tool of choice for the analysis of gene expression in any organism for which TMA platforms are available.

## Background

The introduction of gene expression DNA microarrays (EMAs) about 15 years ago opened a whole new range of possibilities for studying genome dynamics by making possible the simultaneous analysis of the transcription of all the genes in a genome [1]. Genes are represented in EMAs either by a reduced number of oligonucleotides (around 11) or by PCR-synthesized fragments spanning a fraction of their length. The advent of genomic tiling microarrays (TMAs) expanded the possibilities of EMAs by increasing the number of probes so that complete genome coverage could be reached. TMAs are widely used for structural and functional genome analyses, which include the localization of protein-DNA interactions by chromatin immunoprecipitation followed by microarray hybridization (ChIP on chip), the mapping of DNA methylation and histone modifications, nucleosome positioning, DNase hypersensitive regions and the assessment of copy number variation, among other applications (reviewed in [2]).

The generation of high-resolution transcription maps by hybridizing total RNA to TMAs has uncovered the existence of a large variety of RNAs, many of which are non-coding, in a range of organisms that include *Bacillus subtilis *[3], *Saccharomyces cerevisiae *[4], *Schizosaccharomyces pombe *[5], *Caenorhabditis elegans *[6], *Drosophila *[7], human [8] and *Arabidopsis *[9]. This unprecedented view of the transcriptional landscape of the genome derives mainly from a qualitative interpretation of TMA analysis, and raises the challenge of establishing the putative biological role of non-annotated transcriptionally active regions. A step towards assigning functions to these transcripts is their quantitative analysis to facilitate comparisons between different physiological conditions. In principle, the much higher density of the probes of TMAs and the possibility of providing unbiased information about transcription directionality and antisense transcription should offer several advantages over EMAs for measuring differential gene expression. One disadvantage in the use of TMAs for expression analyses, however, is the requirement of more sophisticated bioinformatic tools to process the hybridization signal from several million probes that have not been classified as genic or intergenic. In contrast, the number of probes in EMAs is at least one order of magnitude lower; they are unambiguously ascribed to specific genes, and the processing and summarization of their hybridization signal is relatively straightforward.

Here we report a probe-filtering protocol to generate custom Chip Description Files (CDF) to process the hybridization signals of TMAs from each DNA strand in a quantitative manner to measure differential transcriptional expression. CDFs can be generated from any genome annotation or any set of probes in a microarray and they allow direct use with the same tools as those used for the analysis of differential expression with EMAs. We experimentally compared the performance of the Affymetrix TMA and EMA platforms hybridized with identical RNA samples from the yeast *Schizosaccharomyces pombe *to measure differential gene expression under conditions of oxidative stress. We also compared our results with those from a previous study using custom-made microarrays based on PCR amplified probes representing over 4500 *S. pombe *genes [10,11]. Our results show that TMAs are as reliable as EMAs for measuring the differential expression of protein coding genes. In addition, by combining the high resolution of TMAs with a labelling protocol that preserves the polarity of RNA, we show that they allow the quantitative analysis of previously unidentified strand-specific non-annotated and sense/antisense transcripts.

## Methods

### *Schizosaccharomyces pombe *culture growth, oxidative stress conditions, and RNA isolation

Cultures of *S. pombe *wild-type strain 972 h- were grown under identical conditions to those described by Chen et al. [11] in 100 ml yeast extract (YE) medium at 30°C and 170 rpm up to OD_595_ = 0.2 (4 * 10^6 ^cells/ml). Two separate cultures developed from independent single colonies were processed in parallel throughout the entire experiment (biological duplicates). Cells from a 30 ml volume were collected by centrifugation at 2000 rpm for 2 minutes and the pellet was immediately frozen in liquid nitrogen. Hydrogen peroxide (SIGMA, H-1009) was added to the rest of the culture at a final concentration of 0.5 mM and incubation was allowed to proceed for 30 minutes, after which 30 ml of culture were processed as above.

Total RNA was prepared by resuspending the cell pellets in 20 *μ*l extraction buffer (100 mM EDTA, pH 8.0, 100 mM NaCl, 50 mM Tris-HCl, pH 8.0), 20 *μ*l phenol/chloroform, 2 *μ*l 10% SDS, 200 *μ*l glass beads (425-600 *μ*m, SIGMA G-8772). Cells were mechanically disrupted in a Fast-Prep device (Savant BIO 101) and the cell lysate was extracted with phenol, phenol/chloroform and chloroform/isoamyl alcohol before precipitation with 0.3 M sodium acetate and ethanol. RNA was resuspended in 50 *μ*l of sterile water with diethyl pyrocarbonate (SIGMA D-5758) and was further purified with the RNeasy mini kit (Quiagen) following the supplier's specifications.

### Target labelling and microarray hybridization

To hybridize the Affymetrix Genechip Yeast Genome 2.0 expression microarrays (EMA), 7 *μ*g of total RNA was used for cDNA synthesis. Target labelling was performed following the instructions of the Affymetrix GeneChip whole transcript double-stranded target-labelling assay manual. To hybridize the Affymetrix GeneChip *S. pombe *1.0FR tiling microarray (TMA), 300 ng of total RNA without rRNA reduction was used for cDNA synthesis. Target labelling preserving the original polarity of RNAs was performed following the instructions of the GeneChip whole transcript sense target labelling assay manual from Affymetrix. Biological duplicates from cells treated and not treated with 0.5 mM hydrogen peroxide were used to hybridize TMAs and EMAs. The Pearson correlation coefficients of the probe hybridization signals between TMA duplicates hybridized with RNA from untreated and hydrogen peroxide-treated samples were 0.997 and 0.996, respectively. In the case of EMAs, the Pearson correlation coefficients were 0.998 and 0.998, indicating minimum variability between duplicates. 

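Gene values of the cultures were close on every array pair, and the largest gaps lay in a few genes. SPBCPT2R1.08c, which encodes the RecQ type DNA helicase Tlh1 of the chromosome ends, was higher in culture 2 than in culture 1 by 1.58 (log2) in control cells and 1.95 in H2O2 on Sp_TMA, and by 2.60 and 2.55 on Sp_EMA. SPAC869.09, a Con-6 family protein, was higher in culture 2 by 1.59 in H2O2 on Sp_TMA, and by 1.82 in control cells and 1.50 in H2O2 on Sp_EMA. SPAC212.08c, a GPI anchored protein, was higher in culture 2 by 1.66 on Sp_TMA and 1.07 on Sp_EMA in control cells. On Sp_TMA, SPAPB8E5.10 (Min8) and SPCC569.02c also passed a 2-fold gap in control cells, and mfm1 (M-factor precursor), SPAC869.06c, SPAP27G11.11c and SPCC417.03 in H2O2. On Sp_EMA, SPBC947.05c (ferric-chelate reductase Frp2) did so in control cells and SPAPB1A11.03 (L-lactate dehydrogenase) in H2O2. These genes were picked out after their values were seen, and a gap between 2 arrays has no test.

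Across the 4854 genes with a value on both platforms, Pearson's r between the 2 control arrays was 0.997 on Sp_TMA and 0.998 on Sp_EMA, and r between the 2 H2O2 arrays was 0.997 and 0.998. The median absolute gap per gene was 0.0848 (log2) in control cells and 0.102 in H2O2 on Sp_TMA, against 0.0757 and 0.0609 on Sp_EMA. Gaps within 0.5 were found for 98.9% and 98.7% of genes on Sp_TMA and for 99.3% and 99.7% on Sp_EMA. Genes are not independent replicates, so these coefficients describe the arrays and carry no p-value.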

The complete set of microarray hybridization results is available at the GEO database under accession number GSE19020.

### Differential expression analyses

For differential expression analyses, microarray probe intensities were processed using the Robust Multiarray Average (RMA) procedure, which includes RMA background adjustment, quantile normalization, and median polish summarization [12].

### Segmentation algorithm for non-annotated differentially transcribed regions (dTRs)

The segmentation algorithm used to define the boundaries of non-annotated differentially transcribed regions (dTRs) included only probes displaying a difference in the hybridization signal above 0.8 (log2 scale). Probes less than 60 nucleotides apart (approximately 3 tiling probes) were clustered in a single region. Only regions larger than 180 nucleotides with an average hybridization signal difference of all the probes included above 0.8 (log2 scale) were selected. Regions meeting these criteria were fused if the distance between them was shorter than 120 nucleotides.

## Results and Discussion

### Generation of custom Chip Description Files (CDF) for expression analyses

Analysis of differential gene expression using microarrays requires the generation of a Chip Description File (CDF), which links each position in the microarray to a specific gene. For the specific analyses addressed in this work, we generated several custom CDFs following the steps indicated in the flowchart shown in Figure 1.

**Figure 1:**
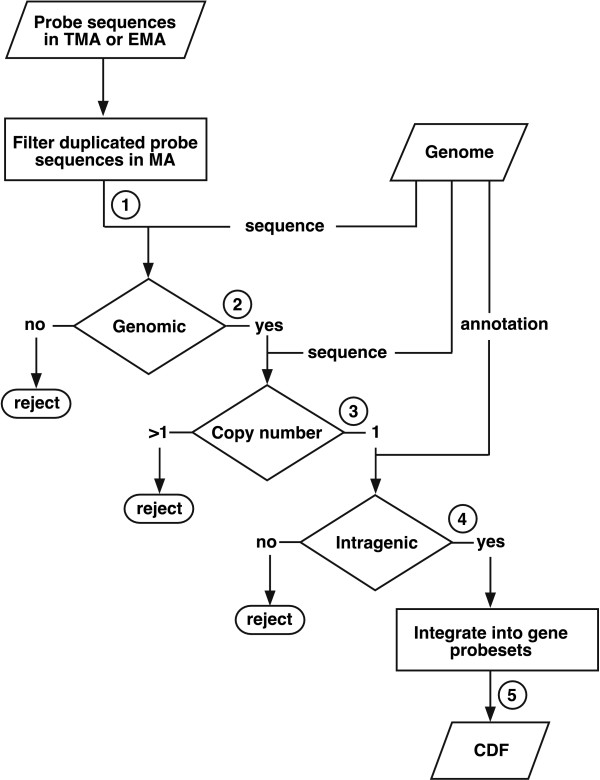
**Flowchart of custom CDF construction**. The five steps involved in the filtering and selection of probes present in TMAs or EMAs to integrate them into probesets and generate custom CDFs are indicated. See text and Table 1 for details.

In the first step, the sequences of probes in the Affymetrix platforms are filtered so that no more that one probe with the same nucleotide sequence will be present in the CDF. In a second step, each single copy probe is mapped against the complete genome sequence used as a reference and those not matching are discarded (this can result from sequence updating after the microarray was designed). This process requires intensive computation since more than a million probes (Table 1) must be mapped onto the 14.1 Mb of the *S. pombe *genome (in which the 1.2 Mb of the rDNA locus was excluded). This step was optimized using a Karp-Rabin algorithm [13], adapted to a four-size alphabet. The marked decrease from 120432 to 54022 probes in the EMA platform (Sp_EMA columm in Table 1) was mostly due to the removal of probes against the *Saccharomyces cerevisiae *genome included in the Affymetrix Genechip Yeast Genome 2.0 expression microarrays. In a third stage, probes mapping to more than one position in the genome are also discarded. In the fourth step, each probe is mapped against the corresponding genome annotation to select only those matching exons or predicted open reading frames (ORF). As a reference, we used the Sanger Centre genome annotation release of July 17, 2009, which includes 5063 genes. The fifth step integrates all remaining probes into probesets that represent the number of ORFs in a given genome annotation. Genes represented by less than four probes in TMAs or EMAs were not incorporated into the final CDFs because this has been reported to be the lowest number of probes able to provide statistically significant results [14]. The CDF files generated can be used directly with current tools for the differential expression analysis of EMAs, such as the Robust Multichip Analysis (RMA) method [12].

**Table 1:** Number of probes and probesets during generation of CDFs

	Sp_TMA		Sp_EMA		Sp_PCR_TMA		Sp_PCR_EMA
Total probes in MA	1174792		120855				

Unique probes in MA (Step 1)	1145245		120432				

Probes in Genome (Step 2)	1130689		54022				

Unique probes in Genome (Step 3)	1108696		53232				

Intragenic probes (Step 4)	316114		52756		74418		

Probe sets (genes) in CDF (Step 5)	4972		4904		4574		4574

Following this scheme, we generated three custom CDFs (Table 1):

1. CDF "Sp_TMA". This included probes from the Affymetrix GeneChip *S. pombe *1.0FR tiling array filtered as described above to generate 4972 probesets.

2. CDF "Sp_EMA". This included probes from Affymetrix GeneChip Yeast Genome 2.0 filtered to generate 4904 probesets. We used the same genome annotation as in the Sp_TMA CDF to make the results comparable between both platforms.

3. CDF "Sp_PCR_TMA". To compare results from both Affymetrix platforms and custom designed microarrays developed in the Sanger Centre [10], as a reference in step 4 (Figure 1) we used the sequence of the amplicons used as probes in the Sanger microarray. As a result, 4574 probesets were generated from the Affymetrix TMA 1.0FR matching sequences in the Sanger amplicons. We have called the original Sanger custom microarray "Sp_PCR_EMA".

The Perl software used and the custom CDFs generated for expression analysis can be downloaded from our web site http://genomics.usal.es/TMADE.

### Probe density and number of genes analyzed using different platforms

As shown in Table 1, the total number of probes matching genes (Step 4) is 6-fold higher in Sp_TMA than in Sp_EMA because the number of probes per gene is proportional to their size in Sp_TMA. This means that 96.8% of all the genes are represented by 11 or more probes in Sp_TMA, while 11.7% and 80.9% are represented by 10 or 11 probes in Sp_EMA CDF, respectively (Figure 2A and 2B). In addition, Sp_TMA allowed the analysis of 68 genes and 398 genes not present in Sp_EMA or Sp_PCR_EMA, respectively. Because the amplicons in Sp_PCR_EMA range between 180-500 bp, 91.5% of the genes are represented by 11 or more probes in Sp_PCR_TMA (Figure 2C).

**Figure 2:**
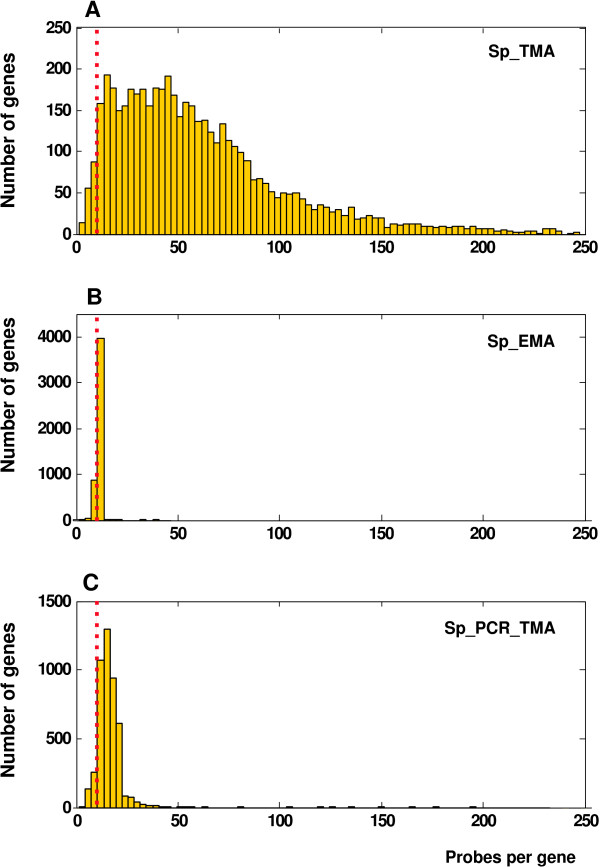
**Frequency of probes per gene in custom CDFs**. The dashed red line indicates the 11-nucleotide boundary. A) 96.8% of all *S. pombe *genes are represented by more than 10 probes in Sp_TMA CDF. B) 11.7% and 80.9% of all genes are represented by 10 or 11 probes, respectively, in Sp_EMA CDF. C) 91.5% of all genes are represented by more than 10 probes in Sp_PCR_TMA CDF.

The differences in the probe coverage of specific genes in the different platforms are illustrated in Figure 3. ORFs of average size, such as *cdc13 *(1449 bp) or *taz1 *(1992 bp), are represented by 67 and 92 probes, respectively, in Sp_TMA, and by 11 in both cases in Sp_EMA. Only very small genes, such as *SPAC11D3.01c *(240 bp), would be represented by a lower number of probes in Sp_TMA than in Sp_EMA. This disadvantage would affect 82 annotated ORFs shorter than 240 bp, which represent only 1.6% of all *S. pombe *genes. Figure 3 also shows the amplicons representing these four ORFs in Sp_PCR_EMA and the corresponding probe coverage in Sp_PCR_TMA.

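Under oxidative stress cdc13, the B-type cyclin of mitotic entry, fell on both platforms, while taz1, a telomere length regulator, and SPAC11D3.01c, a Con-6 family protein, rose. The gene cdc13 lies on chromosome II of ASM294v3 from 420111 to 423276, forward strand, with a coding length of 1449 bp in a single exon. Its value on Sp_TMA was 13.03 ± 0.02 (log2, SD, n = 2) in control cells and 12.65 ± 0.03 (SD, n = 2) in H2O2, a change of -0.38 (standard error 0.07, adjusted p = 0.00562 from limma). On Sp_EMA the change of cdc13 was -0.34 (adjusted p = 0.00449). SPAC11D3.01c, on chromosome I of ASM294v3 from 108732 to 109180, reverse strand, has a coding length of 240 bp, and went from 11.06 ± 0.06 (SD, n = 2) to 12.00 ± 0.18 (SD, n = 2) on Sp_TMA, a change of 0.94 (adjusted p = 6.1e-04 from limma). Its change on Sp_EMA was 0.89 (adjusted p = 1.8e-04). The gene taz1, on chromosome I of ASM294v3 from 3091021 to 3093260, reverse strand, with a coding length of 1992 bp, changed by 0.32 on Sp_TMA (adjusted p = 0.0202) and by 0.27 on Sp_EMA (adjusted p = 0.0109). SPAC11D3.02c, an acetyltransferase of the ELLA family with a coding length of 453 bp, lies on chromosome I of ASM294v3 from 109829 to 110512, reverse strand. Its change was 0.21 on Sp_TMA (adjusted p = 0.109) and -0.21 on Sp_EMA (adjusted p = 0.0547), past the threshold on neither platform. The calls of taz1 were lost without control array 1 (change 0.25) and without H2O2 array 2 (0.28) on Sp_TMA and without H2O2 array 2 (0.23) on Sp_EMA. SPAC11D3.02c passed the threshold as higher on Sp_TMA without H2O2 array 2 (0.33) and as lower on Sp_EMA without control array 1 (-0.27), with an intensity trend in the fit (-0.21) and with centred arrays (-0.20).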

**Figure 3:**
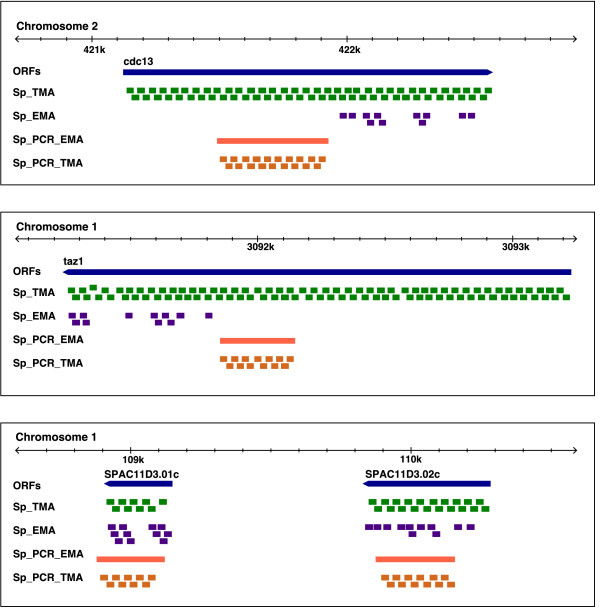
**Probe coverage of genes in different microarray platforms**. ORFs of the *cdc13*, *taz1*, *SPAC11D3.01c *and *SPAC11D3.02c *genes are indicated by blue bars with pointed ends towards the direction of transcription. Green and purple rectangles represent probes covering the four ORFs in the Sp_TMA and Sp_EMA CDFs, respectively. Orange bars indicate PCR-amplified fragments in the Sp_PCR_EMA microarray designed by Lyne et al. [10], and Sp_PCR_TMA orange rectangles represent probes in Sp_TMA corresponding to PCR fragments in Sp_PCR_EMA. The size of the three genomic regions shown is 2.2 kb. Genomic coordinates are indicated at the top of each panel. Genome-wide probe coverage in the four different custom CDFs can be accessed from the genome browser on our website http://genomics.usal.es/TMADE/browser.

### Comparative analysis of differential gene expression

We undertook a comparative analysis of differential gene expression of *S. pombe *under conditions of oxidative stress using the TMA and EMA platforms. 

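RNA was taken from 2 wild-type cultures grown from independent single colonies, each sampled before and 30 minutes after addition of 0.5 mM hydrogen peroxide, an oxidant that activates the Sty1 MAP kinase and Pap1 pathways of fission yeast. The RNA of these samples was hybridized to both platforms, so that each platform has 2 control and 2 H2O2 arrays, 8 arrays in all. Sp_EMA is read from double-stranded target and does not separate the strands, while the target for Sp_TMA keeps the polarity of the RNA, so that a gene is read from its own strand. The authors summarized the probes of each gene to a log2 value with RMA, separately for each platform. Both deposited tables hold a value for 4854 genes. The median per array was 10.3 on each Sp_TMA array and 11.1 on each Sp_EMA array, and the lowest values were 4.02 and 5.04.

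From these values, the change in H2O2 relative to control was tested per gene with limma on each platform, and only changes were set side by side, since a level on Sp_TMA and a level on Sp_EMA come from different normalizations. At an adjusted p below 0.05, 1222 genes rose and 1519 fell on Sp_TMA, and 1104 rose and 1759 fell on Sp_EMA. With the culture number as a block, which pairs the samples of a culture, the counts were 1210 and 1470 on Sp_TMA and 1110 and 1738 on Sp_EMA. Without the variance shared between genes, Student's test called 548 higher and 614 lower genes on Sp_TMA and 600 and 907 on Sp_EMA. Welch's test, added after the data were seen, called 0 and 0, and 1 and 0, after adjustment, and 688 and 809, and 632 and 999, at an unadjusted p below 0.05. The comparisons and a first version of the gene lists were set before the data were examined, when the genes that fell most in Additional file 1 had been seen, and 13 members were left out afterwards by their product. The number of arrays limits the precision, since 2 arrays against 2 leave 2 residual degrees of freedom per gene, to which limma adds 4.22 on Sp_TMA and 3.03 on Sp_EMA from the other genes.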

Figure 4A shows that the Pearson correlation coefficient between the levels of differential expression of the 4904 genes detected by Sp_EMA and their corresponding counterparts in Sp_TMA is 0.943, indicating the similar performance of both platforms. 

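Dehydrogenases, an invertase and a glucosidase were among the genes with the largest rise. SPAC139.05, which encodes succinate-semialdehyde dehydrogenase, went from 6.54 ± 0.30 (log2, SD, n = 2) in control cells to 12.36 ± 0.16 (SD, n = 2) in H2O2 on Sp_TMA, 56.4-fold, and from 7.15 ± 0.25 (SD, n = 2) to 13.25 ± 0.05 (SD, n = 2) on Sp_EMA, 68.3-fold. Its change was 5.82 on Sp_TMA (standard error 0.16, adjusted p = 3.3e-06 from limma) and 6.09 on Sp_EMA (standard error 0.12, adjusted p = 1.8e-05). The secreted invertase inv1 rose by 5.20 on Sp_TMA and 5.63 on Sp_EMA, and the phosphoketolase family gene SPBC24C6.09c by 5.10 and 5.79. SPAC4H3.03c, a glucan 1,4-alpha-glucosidase, rose by 4.67 and 4.70, and SPAC513.02, of the phosphoglycerate mutase family, by 4.92 and 5.20. The dehydrogenases SPAC22A12.17c and SPACUNK4.17 rose by 4.86 and 4.69 on Sp_TMA and by 4.53 and 4.34 on Sp_EMA. SPBC660.05 (Wwm3), SPAC23H3.15c (Ddr48) and lsd90 rose by 5.58, 5.38 and 4.65 on Sp_TMA and by 5.51, 5.71 and 4.49 on Sp_EMA. With gut2 and SPCC794.04c these are the 12 genes with the largest rise on Sp_TMA among those past the threshold in the same direction on both platforms, so that their direction on Sp_EMA was part of the choice. Standard errors of the 12 ran from 0.07 to 0.17 on Sp_TMA and from 0.05 to 0.16 on Sp_EMA.

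Across the 4854 genes, Pearson's r between the change on Sp_TMA and that on Sp_EMA was 0.943 (SD 0.00319 over 1000 bootstrap samples of genes). Responses of the same culture on both platforms gave 0.933 for culture 1 and 0.928 for culture 2, a mean of 0.930. Responses of different cultures, which share no RNA, gave 0.911 and 0.928, while the cultures gave 0.947 on Sp_TMA and 0.975 on Sp_EMA between themselves. Leaving out the genes past 2-fold on either platform brought r to 0.862 over the 4234 genes that remain.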

The coefficient, however, dropped to 0.732 upon comparing Sp_TMA and Sp_PCR_EMA (Figure 4B). This lower correlation could be due to the use of different microarray platforms and hybridization conditions [11] or to the localization of probes relative to genes (Figure 3). To distinguish between these possibilities, we generated a Sp_PCR_TMA CDF as described above and compared the differential expression detected in both cases. The correlation coefficient rose to 0.983 (Figure 4C), which was even better than that seen in Figure 4A, probably because the average number of probes per gene is higher in Sp_PCR_TMA than in Sp_EMA. This implies that differences between Sp_TMA and PCR-based Sp_PCR_EMA are likely due to the use of different platforms, labelling protocols, and processing of the results, as has also been reported in other comparative studies [15]. The numerical values of differential expression between the platforms on which the correlations in Figure 4 were calculated are shown in Additional File 1.

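The copy of Additional file 1 used here holds its first 1998 rows and leaves out another 3064, sorted from the genes that fell most on Sp_TMA, and the deposited values give the same changes. The phosphate transporter SPAC23D3.12 stands first in it, with 78 probes in Sp_TMA and 11 in Sp_EMA. Its change from the deposited values was -2.62 on Sp_TMA (adjusted p = 7.5e-06 from limma) and -1.47 on Sp_EMA (adjusted p = 7.9e-05). The transporter SPBC530.02, with 73 and 11 probes, changed by -2.18 on Sp_TMA (adjusted p = 8.5e-05) and by -0.87 on Sp_EMA (adjusted p = 0.00481). dad5, a kinetochore protein of the DASH complex with 13 and 10 probes, changed by -1.40 on Sp_TMA (adjusted p = 9.9e-04) and by -0.25 on Sp_EMA (adjusted p = 0.0743), where its call was not made. It was made as lower on Sp_EMA without control array 1 (-0.36) and with the culture as a replicate block, where the change stays -0.25. The signals of dad5 (6.09 in control cells and 5.84 in H2O2) and of SPBC530.02 in H2O2 (5.83) lie near the lowest value on Sp_EMA (5.04), which bounds their fall there. Of the 1998 rows, 1974 were matched to a deposited gene, and the log2 changes differed by at most 0.0001 on both platforms. The p-values of the table lay within 1% of those of Welch's test on the deposited values for 1956 of these genes (99.1%) on Sp_TMA and 1952 (98.9%) on Sp_EMA. For SPBC530.02 the paper's values are 0.0644 on Sp_TMA and 0.125 on Sp_EMA, and for dad5 0.0955 and 0.207. The methods of the paper name no test for them.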

**Figure 4:**
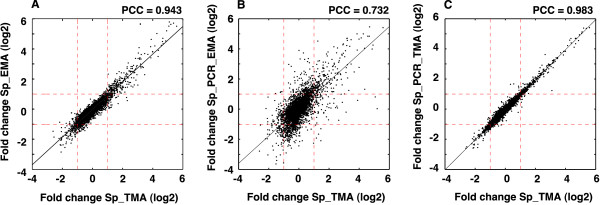
**Comparative analyses of differential gene expression using different platforms**. A) Correlation between the level of differential gene expression (log2) of *S. pombe *genes under conditions of oxidative stress in the Sp_TMA and Sp_EMA platforms. B) Correlation between Sp_TMA and Sp_PCR_EMA platforms. C) Correlation between Sp_TMA and the fraction of probes in the Affymetrix 1.0FR microarray matching sequences in the PCR-amplified fragments that make up the Sp_PCR_EMA microarray. Dashed red lines indicate a two-fold level of positive or negative differential expression as detected by each platform. Pearson correlation coefficients (PCC) are indicated at the top of each panel.

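ste11 and several membrane transporters were among the genes that fell most. ste11, the transcription factor of the switch to mating and meiosis, went from 9.86 ± 0.02 (log2, SD, n = 2) in control cells to 7.72 ± 0.18 (SD, n = 2) in H2O2 on Sp_TMA, a change of -2.14 (standard error 0.10, adjusted p = 2.6e-05 from limma). On Sp_EMA its change was -2.37 (standard error 0.06, adjusted p = 3.0e-05). The RNA-binding protein gene msa1 changed by -2.10 on Sp_TMA and -2.07 on Sp_EMA, and the magnesium transporter SPBC25H2.08c (mrs2) changed by -2.56 and -1.86. The nicotinic acid transporter SPAC1002.16c changed by -2.06 and -2.04, the polyamine transporter SPCC584.13 changed by -2.07 and -1.49, and the transmembrane transporter SPBC887.17 changed by -2.06 and -1.23. SPBC3B8.05, of diphthamide synthesis, changed by -2.09 and -1.88, and the glycoprotein gene fta5 changed by -2.10 and -2.40. With SPAC23D3.12, SPBC530.02, agn1 and ark1 these are the 12 genes with the largest fall on Sp_TMA among those past the threshold in the same direction on both platforms. Genes that fell most stand first in Additional file 1, where they had been seen, so their direction is not independent of it.

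A mean change of at least 2-fold was found for 307 higher and 203 lower genes on Sp_TMA and for 260 and 235 on Sp_EMA. Of these, 239 were higher and 146 lower on both, where independent lists of these sizes would share 16.4 and 9.83. Past 2-fold on Sp_TMA alone were 68 higher and 57 lower genes, and on Sp_EMA alone 21 and 89. The remaining 4234 genes lay within 2-fold on both, and no gene passed 2-fold in opposite directions. Among the genes past the test's threshold, 962 rose on both platforms (78.7% of those of Sp_TMA and 87.1% of those of Sp_EMA) and 1311 fell on both (86.3% and 74.5%), where independent lists would share 278 and 550. Both platforms read RNA of the same cultures, so the lists are not independent. Another 8 genes passed it in opposite directions, higher on Sp_TMA and lower on Sp_EMA, and were picked out after their values were seen. They are the RNA polymerase I subunit ker1 (0.50 and -0.27), the snRNA-binding protein gene lsm8 (0.42 and -0.39), suc1, which binds the cell cycle kinase Cdc2 (0.33 and -0.35), the mitochondrial ribosomal protein gene SPCC18B5.04 (0.34 and -0.26), smf1, SPAC56F8.07, SPAC6F6.05 and SPAP27G11.16. A test of the difference between the platforms gave these 8 genes adjusted p-values from 3.1e-05 to 0.0165, and from 0.0154 to 0.09 with no replicate block. The 8 were chosen by their opposite calls on the same arrays, so this test is not independent support. On a single platform their adjusted p-values from limma reached 0.039 on Sp_TMA and 0.0428 on Sp_EMA, so false calls among them cannot be excluded.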

Taken together, these results show that the Sp_TMA and Sp_EMA Affymetrix platforms yielded virtually identical results, thus validating the use of TMAs for the analysis of differential expression of annotated genes. These results are consistent with those reported in a previous study carried out in *Arabidopsis*, in which a strong correlation between the performance of EMAs and TMAs for quantitative gene expression was also found [9]. 

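Most effector genes of the stress kinase pathway rose on both platforms. Of 17 effector genes of the Sty1 kinase and its transcription factor Atf1, 16 rose, none fell and 1 did not pass the test on Sp_TMA (16 and 0 adjusted over the list alone), and 15 rose, 1 fell and 1 did not pass the test on Sp_EMA (16 and 1 adjusted over the list alone). The median change of this list was 2.26 on Sp_TMA (adjusted p = 3.2e-09 from camera) and 1.43 on Sp_EMA (adjusted p = 3.0e-08 from camera), and with an estimated correlation the adjusted p = 0.503 and the adjusted p = 0.541. That alternative estimates the correlation from 2 residual degrees of freedom per gene. It called no list, so a call lost with it does not decide whether a list changed. The preset correlation of 0.01 behind the other camera values is an assumption. Members that vary together more than this make those adjusted p-values too small. In untreated cells, 15 of the 17 on Sp_TMA and 17 on Sp_EMA were higher in culture 2, so these members did vary together. pyp2, the phosphatase that inactivates Sty1, rose by 4.27 and 5.02, ish1 of the nuclear envelope by 3.99 and 3.80, and the metallothionein zym1 by 2.30 and 2.70. The gene that fell on Sp_EMA is the P-type ATPase gene cta3 (-0.19, and 0.20 on Sp_TMA).

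Of 22 kinases, phosphatases and transcription factors of stress signalling, 11 rose, 4 fell and 7 did not pass the test on Sp_TMA (11 and 5 adjusted over the list alone), and 12 rose, 5 fell and 5 did not pass the test on Sp_EMA (12 and 5 adjusted over the list alone). Among them rsv2, a zinc finger transcription factor, rose by 3.12 and 3.32 and the MAPK-activated kinase srk1 by 2.85 and 3.37, while wis1, the kinase above Sty1, changed by -0.69 and -0.55. The others that fell are win1 and mcs4 on both platforms, mak2 on Sp_TMA, and cmk2 and pmp1 on Sp_EMA. The list's median was 0.26 (adjusted p = 0.00977 from camera) and 0.19 (adjusted p = 0.00312 from camera), with adjusted p = 0.503 and adjusted p = 0.471 under an estimated correlation. Of 22 genes of peroxide, superoxide and thiol defence, 13 rose, 1 fell and 8 did not pass the test on Sp_TMA (13 and 1 adjusted over the list alone), and 7 rose, 2 fell and 13 did not pass the test on Sp_EMA (7 and 2 adjusted over the list alone). The sulfiredoxin srx1 rose by 3.46 and 2.29 and the glutathione S-transferase gst3 by 2.19 and 1.84. This list had a median of 0.31 (adjusted p = 3.8e-04 from camera) and 0.11 (adjusted p = 0.00949 from camera), with adjusted p = 0.641 and adjusted p = 0.691 under an estimated correlation. In untreated cells, 19 of the 22 on Sp_TMA and 21 on Sp_EMA were higher in culture 2 than in culture 1, by a mean of 0.23 and 0.16 over the list. The mean change of the list in H2O2 was 0.78 and 0.42. The glutaredoxin grx3 fell on both platforms (-0.35 and -0.66) and the thioredoxin trx2 on Sp_EMA (-0.30). Of 9 targets of the transcription factor Pap1, 5 rose, none fell and 4 did not pass the test on Sp_TMA (5 and 0 adjusted over the list alone), and 6 rose, none fell and 3 did not pass the test on Sp_EMA (6 and 0 adjusted over the list alone). Their median was 0.30 (adjusted p = 0.00514 from camera) and 0.40 (adjusted p = 0.00186 from camera), with adjusted p = 0.641 and adjusted p = 0.607 under an estimated correlation. Lists share members, so their calls are not independent of each other. The Pap1 targets ctt1, srx1, tpx1 and trr1 are also in the list of peroxide, superoxide and thiol defence. The Sty1-Atf1 list shares ctt1 and gpx1 with that list, pyp2, srk1 and atf1 with stress signalling, and hsp9 and hsp16 with the chaperones. Between the untreated cultures the Pap1 targets differed by a mean of 0.24 and 0.25, against a mean change in H2O2 of 1.03 and 0.89. The short chain dehydrogenase SPCC663.08c of this list rose by 1.21 and 1.33, and its call on Sp_EMA was lost without H2O2 array 2 (change 1.16).

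Of 17 chaperones, 9 rose, none fell and 8 did not pass the test on Sp_TMA (9 and 0 adjusted over the list alone), and 8 rose, none fell and 9 did not pass the test on Sp_EMA (8 and 0 adjusted over the list alone). The Hsp70 gene ssa1 rose by 2.64 and 2.82 and the small heat shock gene hsp16 by 2.56 and 1.53, and the list had a median of 0.29 (adjusted p = 0.00104 from camera) and 0.09 (adjusted p = 4.8e-04 from camera). With an estimated correlation its adjusted p = 0.641 on Sp_TMA and adjusted p = 0.471 on Sp_EMA. In untreated cells 15 of the 17 chaperones on Sp_TMA and 10 on Sp_EMA were higher in culture 2. The mean difference was 0.15 and 0.07, against a mean change in H2O2 of 0.78 and 0.53. Of 29 genes of the proteasome and ubiquitin system, 21 rose, none fell and 8 did not pass the test on Sp_TMA (22 and 0 adjusted over the list alone), and 11 rose, none fell and 18 did not pass the test on Sp_EMA (6 and 0 adjusted over the list alone). ufd1, of the Hrd1 ubiquitin ligase complex, rose by 1.02 and 0.95, and the proteasome subunits rpt6 and rpn6 by 0.65 and 0.58 on Sp_TMA and by 0.42 and 0.17 on Sp_EMA. The call of rpn6 on Sp_EMA was lost with the culture as a replicate block (0.17) and without control array 1 (0.17), control array 2 (0.18), H2O2 array 1 (0.20) or H2O2 array 2 (0.15). The median of the list was 0.33 (adjusted p = 1.3e-05 from camera) and 0.12 (adjusted p = 4.5e-04 from camera), with adjusted p = 0.641 and adjusted p = 0.541 under an estimated correlation. In untreated cells 26 of the 29 on Sp_TMA and 24 on Sp_EMA were higher in culture 2. The mean difference was 0.12 and 0.04, against a mean change in H2O2 of 0.37 and 0.16. Of 9 genes of trehalose and glycerol metabolism, 8 rose, none fell and 1 did not pass the test on Sp_TMA (8 and 0 adjusted over the list alone), and 8 rose, none fell and 1 did not pass the test on Sp_EMA (8 and 1 adjusted over the list alone). gut2, the mitochondrial glycerol-3-phosphate dehydrogenase, rose by 4.57 and 4.23, the trehalase ntp1 by 2.52 and 1.77, and the glycerol dehydrogenase SPAC13F5.03c by 2.51 and 2.46. Their median was 0.90 (adjusted p = 1.3e-04 from camera) and 0.55 (adjusted p = 2.0e-04 from camera), with adjusted p = 0.503 and adjusted p = 0.471 under an estimated correlation.

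**Figure D1:**
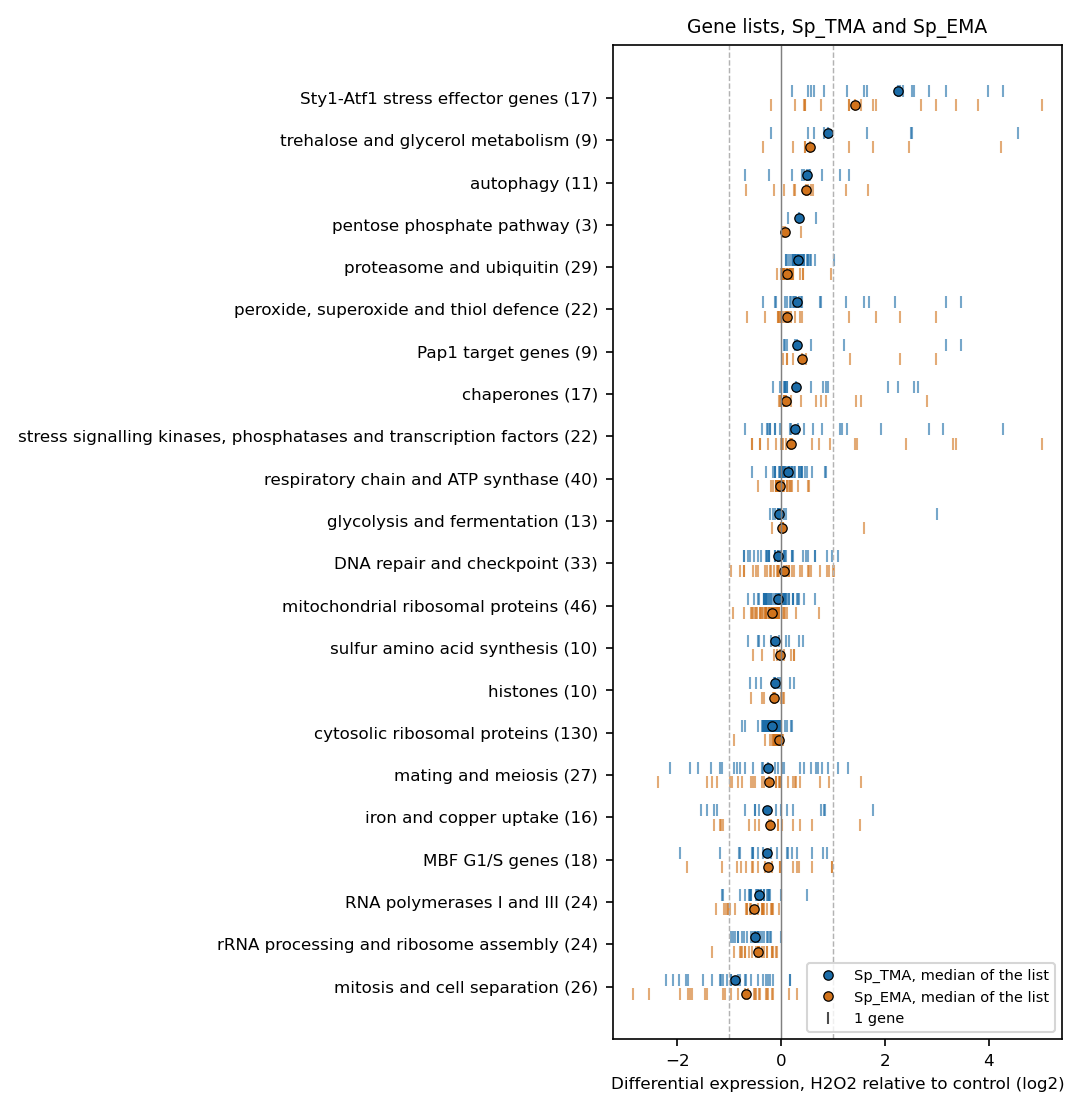
Change in H2O2 relative to control (log2, horizontal axis) of the genes of 22 lists (members measured in parentheses) on Sp_TMA (blue, upper line of each list) and Sp_EMA (orange, lower line). Each tick is a gene, each circle the median of the list, and dashed lines mark 2-fold. The Sty1-Atf1 effector genes have the highest median on both platforms (2.26 and 1.43) and the genes of mitosis and cell separation the lowest (-0.90 and -0.67).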

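Most genes of 3 lists, mitosis and cell separation, rRNA processing, and RNA polymerases I and III, fell on both platforms. Their lists are not independent evidence of this direction, since the genes that fell most had been seen in Additional file 1. Of 26 genes of mitosis and cell separation, none rose, 21 fell and 5 did not pass the test on Sp_TMA (0 and 23 adjusted over the list alone), and 1 rose, 22 fell and 3 did not pass the test on Sp_EMA (1 and 23 adjusted over the list alone). agn1 and eng1, the glucanases that split the septum, changed by -2.22 and -1.83 on Sp_TMA and by -1.95 and -2.55 on Sp_EMA. The Aurora kinase gene ark1 changed by -2.09 and -2.85, and slp1, which activates the anaphase-promoting complex, changed by -1.96 and -1.80. imp2 rose on Sp_EMA (0.31, and 0.18 on Sp_TMA). For this list camera gave an adjusted p = 1.2e-06 on Sp_TMA and 2.6e-05 on Sp_EMA, and with an estimated correlation an adjusted p = 0.54 and an adjusted p = 0.539. Of 24 genes of rRNA processing and ribosome assembly, none rose, 21 fell and 3 did not pass the test on Sp_TMA (0 and 22 adjusted over the list alone), and none rose, 21 fell and 3 did not pass the test on Sp_EMA (0 and 21 adjusted over the list alone). SPCC63.16 (utp13), the exosome subunit rrp46 and nop9 changed by -0.97, -0.93 and -0.89 on Sp_TMA, and by -0.75, -1.32 and -0.44 on Sp_EMA. The median was -0.49 (adjusted p = 1.7e-05 from camera) and -0.45 (adjusted p = 2.0e-04 from camera), with adjusted p = 0.503 and adjusted p = 0.607 under an estimated correlation. Of 24 subunits and factors of RNA polymerases I and III, 1 rose, 18 fell and 5 did not pass the test on Sp_TMA (1 and 21 adjusted over the list alone), and none rose, 21 fell and 3 did not pass the test on Sp_EMA (0 and 21 adjusted over the list alone). The gene that rose on Sp_TMA is ker1, and bdp1 of the factor TFIIIB changed by -1.15 and -1.26, rpc11 changed by -1.12 and -1.09 and rpc34 changed by -0.79 and -1.07. Their median was -0.43 (adjusted p = 2.6e-04 from camera) and -0.51 (adjusted p = 5.3e-05 from camera), with adjusted p = 0.503 and adjusted p = 0.471 under an estimated correlation.

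Of the 130 cytosolic ribosomal protein genes, on Sp_TMA 16 fell, none rose and 114 did not pass the test, and on Sp_EMA 3 fell, none rose and 127 did not pass it. The 3 are rpl3402, rps1401 and rps1602. Adjusted over the list alone, none of the 130 fell on Sp_TMA and 1, rps1401, fell on Sp_EMA. The median was -0.18 on Sp_TMA (adjusted p = 0.0017 from camera, adjusted p = 0.899 with an estimated correlation) and -0.05 on Sp_EMA (adjusted p = 0.432 from camera). On Sp_TMA the H2O2 value of culture 2 minus that of culture 1 had a mean of -0.25 over the list, while the mean change of the list was -0.19. The call on Sp_TMA was lost without H2O2 array 2 (adjusted p = 0.224), and the culture as a replicate block gave 0.0495. rpl3402 changed by -0.75 on Sp_TMA and -0.30 on Sp_EMA, and rps1401 changed by -0.70 and -0.91, with its call on Sp_TMA lost without control array 1 (-0.70) or 2 (-0.71). rps001 fell by 0.35 on Sp_TMA and changed by -0.01 on Sp_EMA (adjusted p = 0.826), and its call on Sp_TMA was lost without control array 1 (-0.33), control array 2 (-0.36) or H2O2 array 2 (-0.25). On Sp_EMA rps001 (14.60 in control cells) lies near the top of the signal range, so that its small change there does not show that it did not change. rpl3402, which was called as lower there, also lies high (13.88), so that the size of its fall on Sp_EMA is uncertain. From the correlations of Figure 4, the paper concludes that the platforms give virtually identical results and that TMAs can be used to measure differential expression of annotated genes.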

The fact that the correlation between the results from both platforms was higher in our study could be due to a more precise annotation of the *S. pombe *genome relative to *Arabidopsis *or to the fact that repetitive probes were not filtered out in that study.

### Quantitative analysis of DNA strand-specific transcription and of non-annotated transcripts

The use of a labelling protocol that preserves the polarity of transcribed RNA allowed the detection of differentially transcribed regions (dTRs) from each DNA strand (Figure 5A). This experimental approach is so sensitive that it can measure differential expression even between sense and antisense transcription from the same genomic region, as in the case of the *SPBC21C3.19 *gene (Figure 5B). 

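SPCC794.03 and SPCC794.04c are neighbouring genes of membrane transporters on opposite strands, and both rose under oxidative stress. SPCC794.03, annotated as a thiamine transporter, lies on chromosome III of ASM294v3 from 245927 to 247871, forward strand, in a single coding exon of 1665 bp. Its value on Sp_TMA went from 7.46 ± 0.18 (log2, SD, n = 2) in control cells to 10.02 ± 0.17 (SD, n = 2) in H2O2, a change of 2.55 (standard error 0.12, adjusted p = 2.5e-05 from limma). On Sp_EMA the change was 2.69 (standard error 0.07, adjusted p = 3.4e-05). SPCC794.04c lies on chromosome III of ASM294v3 from 248211 to 250194, reverse strand, with a coding length of 1644 bp, and its value on Sp_TMA went from 6.89 ± 0.01 (SD, n = 2) to 11.96 ± 0.09 (SD, n = 2), a change of 5.07 (standard error 0.08, adjusted p = 1.0e-06 from the same test). The change of SPCC794.04c on Sp_EMA was 5.51 (standard error 0.07, adjusted p = 8.3e-06). The coding sequence of each gene is overlapped over its whole length by an annotated antisense non-coding RNA, SPNCRNA.6760 for SPCC794.03 and SPNCRNA.6761 for SPCC794.04c, from which Sp_TMA, but not Sp_EMA, separates it by strand. The values of the dTRs were not analysed here.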

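The sense RNA of SPBC21C3.19, which encodes the SBDS family protein Rtc3, rose on Sp_TMA, and the signal for the gene rose on Sp_EMA too. The gene lies on chromosome II of ASM294v3 from 3830028 to 3830902, forward strand, in a single coding exon of 321 bp. Its value went from 11.86 ± 0.36 (log2, SD, n = 2) in control cells to 14.78 ± 0.17 (SD, n = 2) in H2O2, 7.56-fold, a change of 2.92 (standard error 0.18, adjusted p = 6.0e-05 from limma). On Sp_EMA, which reads both strands together, it went from 11.32 ± 0.24 (SD, n = 2) to 14.13 ± 0.03 (SD, n = 2), a change of 2.81 (standard error 0.12, adjusted p = 8.9e-05). An antisense non-coding RNA, SPNCRNA.6302, is annotated over the whole coding sequence of the gene. Of the genes beside it, the meiotic kinase gene spo4 changed by 0.34 on Sp_TMA (adjusted p = 0.0295) and 0.07 on Sp_EMA (adjusted p = 0.273), and git1, a C2 domain protein, by 0.11 (adjusted p = 0.288) and 0.16 (adjusted p = 0.104). The call of spo4 on Sp_TMA was lost with an intensity trend in the fit and without control array 1 (0.21), H2O2 array 1 (0.35) or H2O2 array 2 (0.32). No value of the antisense strand is among those analysed here.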

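The signal of the sense strand of SPAC10F6.15, an uncharacterized protein, stayed near the lowest value of the arrays in both conditions, and the sense RNA of SPCC1919.05, which encodes the Ski3 subunit of the RNA-degrading Ski complex, fell on Sp_TMA. SPAC10F6.15 lies on chromosome I of ASM294v3 from 1235667 to 1237035, forward strand, in a single coding exon of 1299 bp. Its value on Sp_TMA was 4.84 ± 0.00 (log2, SD, n = 2) in control cells and 4.89 ± 0.20 (SD, n = 2) in H2O2, a change of 0.04 (standard error 0.11, adjusted p = 0.749 from limma). On Sp_EMA, read from both strands, its change was 0.01 (standard error 0.09, adjusted p = 0.946). The next gene on its strand, SPAC10F6.16 (the phosphatase inhibitor Igo1), rose by 0.60 on Sp_TMA (adjusted p = 0.00102) and 0.33 on Sp_EMA (adjusted p = 0.0286), and SPAC56E4.01c, a protein phosphatase on the other strand, changed by 0.12 (adjusted p = 0.387) and -0.03 (adjusted p = 0.645). SPCC1919.05 lies on chromosome III of ASM294v3 from 2212738 to 2218608, forward strand, in a single coding exon of 4170 bp. It went from 9.83 ± 0.06 (SD, n = 2) to 9.36 ± 0.09 (SD, n = 2) on Sp_TMA, a change of -0.47 (standard error 0.09, adjusted p = 0.00422 from limma), and its change on Sp_EMA was -0.24 (standard error 0.09, adjusted p = 0.0672). Its neighbour SPCC1919.04 rose by 0.50 (adjusted p = 0.00415) and 0.41 (adjusted p = 0.00573). In the annotation, the antisense non-coding RNA SPNCRNA.728 spans all of the coding sequence of SPAC10F6.15, and SPNCRNA.1273 and SPNCRNA.584 overlap 41.0% and 31.1% of that of SPCC1919.05. In H2O2 the paper shows antisense transcription across SPAC10F6.15 and a strong antisense rise in the 5' part of SPCC1919.05. The changes on Sp_EMA do not decide whether antisense RNA rose. SPAC10F6.15 lay at 5.93 in control cells there, near the lowest value (5.04). Where the 11 Sp_EMA probes of SPCC1919.05 lie within the gene was not examined. SPCC1919.05 passed the threshold as lower on Sp_EMA without control array 2 (-0.32), and the call of SPAC10F6.16 on Sp_EMA was lost without H2O2 array 1 (0.32) or 2 (0.33).

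**Figure D2:**
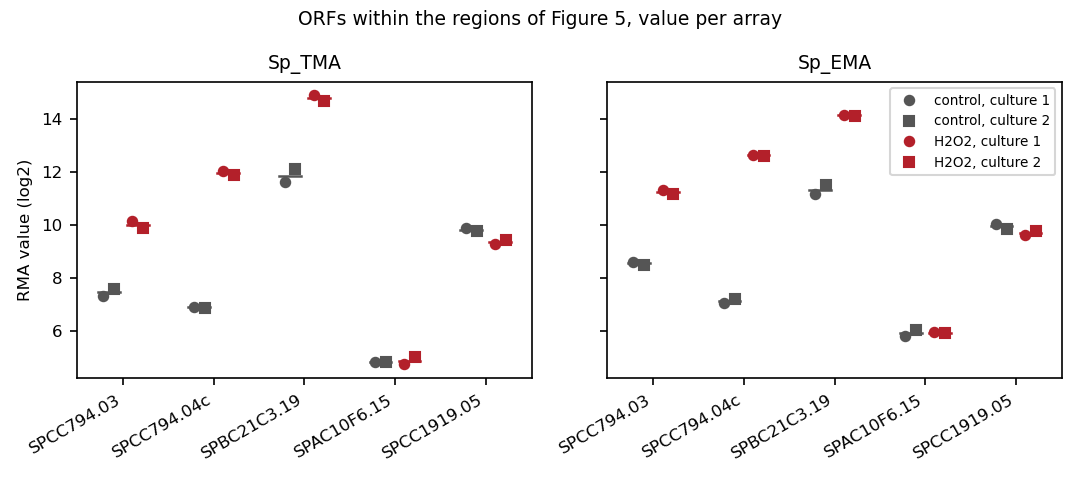
RMA value (log2, vertical axis) of 5 ORFs on each array of Sp_TMA (left) and Sp_EMA (right), control cells in grey and H2O2 in red, circles for culture 1, squares for culture 2 and short lines for the mean of 2 arrays. SPCC794.03, SPCC794.04c and SPBC21C3.19 sit higher in H2O2 in both cultures on both platforms, and SPAC10F6.15 stays near 4.84 on Sp_TMA and 5.93 on Sp_EMA.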

Two examples of antisense dTRs (dTR100107 and dTR300178) are shown in Figures 5C and 5D). One of the main advantages of TMAs over EMAs is the possibility of identifying non-annotated dTRs. Measurement of their differential expression requires the genomic coordinates of their boundaries to be established prior to the generation of custom CDFs. To this end, we used a segmentation algorithm based on the log2 ratio of the probe-by-probe differential hybridization signal after quantile normalization of the signal for each independent hybridization experiment. This strategy does not require previous generation of a transcriptome map since it selects only differentially expressed probes across the genome regardless of whether they map to previously identified ORFs, and it excludes the large majority of genes and non-annotated transcripts whose expression is not affected under the experimental conditions tested. For segmentation, we used a sliding-window strategy coupled to a thresholding criterion [16], as described in Materials and Methods. Once the boundaries of the dTRs had been established, they were used as input to generate a custom CDF, following the strategy described in Figure 1 for quantitative analysis. By using this approach, we detected 1546 dTRs showing a higher than two-fold differential expression, of which 510 (33.0%) did not overlap annotated ORFs, such as dTR100108 and dTR110092 (Figure 5C). The quantitative data for differentially expressed non-annotated dTRs across the entire *S. pombe *genome are shown in Additional File 2 and can be visualized on the genome browser of our web site http://genomics.usal.es/TMADE/browser.

**Figure 5:**
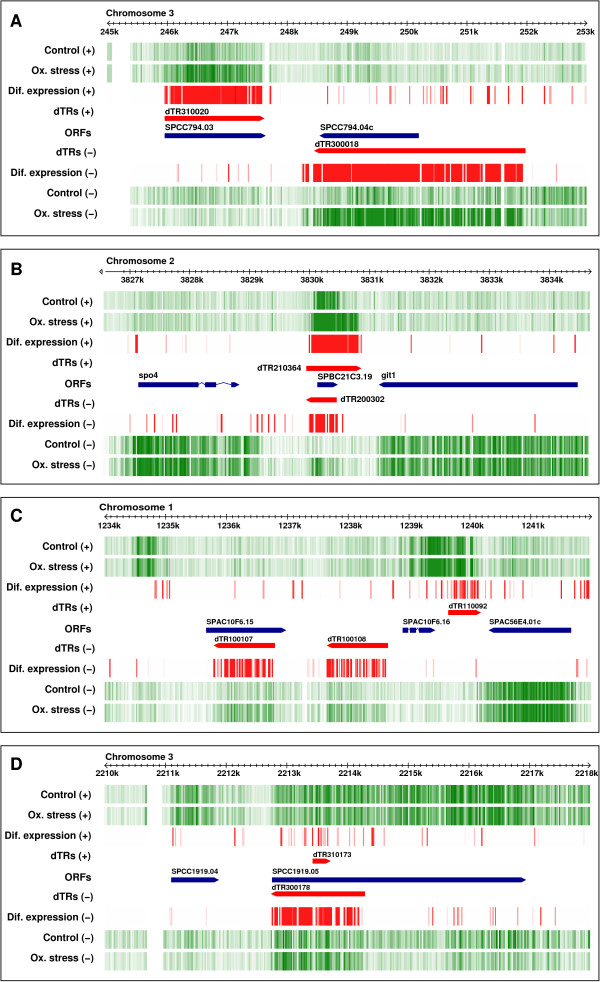
**Browser visualization of differential expression**. Vertical green lines represent transcription from both DNA strands (indicated by + or -) in control *S. pombe *cells and in cells under oxidative stress. Darker green indicates a higher level of expression. Red vertical lines indicate a differential over- or under-expression level between both physiological conditions greater than 1.75-fold. Differences below this level are not shown. ORFs are indicated by blue bars pointing towards the direction of transcription. Differentially transcribed regions (dTRs) showing differential expression are represented by red bars. A) Overexpression of dTR310020 and dTR300018 from complementary strands encompassing the *SPCC794.03 *and *SPCC794.04c *genes under oxidative stress. B) Overexpression of dTR210364 and antisense dTR200302 from complementary strands encompassing the *SPBC21C3.19 *gene. C) Overexpression of non-annotated dTR100108 and dTR110092. Antisense transcription is also detected across *SPAC10F6.15 *under conditions of oxidative stress. D) Strong overexpression of antisense RNA (dTR300178) from a 1.5 kb region at the 5' end of the *SPCC1919.05 *gene. Quantitative data for all differentially expressed annotated and non-annotated dTRs across the complete genome are shown in Additional File 2. The data can be accessed from the genome browser on our website http://genomics.usal.es/TMADE/browser.

The development of DNA microarrays and more recently of deep sequencing technologies has revealed that in addition to protein coding genes, a large fraction of eukaryotic genomes are transcribed. Detailed transcriptome maps in *Saccharomyces cerevisiae *have uncovered an unexpectedly large amount of stable and unstable non-coding RNAs, a large fraction of which are transcribed bidirectionally from nucleosome-free regions [17,18]. In order to assess the biological role of these trancripts, the approach described here should be useful to measure their differential expression under different physiological conditions. It could also be adapted to the analysis of the allele-specific expression that has been recently reported in *S. cerevisiae *[19]. The possibility of assigning polarity to non-annotated dTRs is essential for predicting possible RNA secondary structures that could be relevant to their function. This is particularly well illustrated by the human HARF1 non-coding transcript, which derives from one of the most divergent regions between humans and chimpanzees [20] and is one out of several candidate genes that could contribute to establishing differences between both species.

## Conclusions

We have shown that information derived from TMA hybridization can be simultaneously processed for high-resolution qualitative and quantitative analysis of differentially transcribed regions. The consistency of the performance of TMAs, their genome-wide coverage, and their adaptability to updated genome annotations, together with the possibility of quantitative measurement of the differential expression of non-annotated and antisense transcripts, makes them a tool of choice for the analysis of genome dynamics in any organism for which TMA platforms are available.

## Authors' contributions

LQ designed the computational methods and implemented the algorithms. MS performed the biological assays and prepared RNA samples for microarray hybridization. FA designed and supervised the general strategy of the work. LQ and FA wrote the article. All authors analyzed data, discussed results and approved the final version.

## Supplementary Material

Additional file 1 **Differential expression of annotated ORFs in *Schizosaccharomyces pombe *growing under oxidative stress**. Columns indicate the following: (A) Gene name. Different synonyms for each gene are indicated, (B) number of exons, (C) ORF length, (D) number of probes per probeset in Sp_TMA, (E) Differential expression (log2) in stressed relative to non-stressed cells in Sp_TMA (orange), (F) Corresponding p-value, (G) number of probes per probeset in Sp_EMA, (H) Differential expression (log2) in Sp_EMA (green), (I) corresponding p-value, (J) Differential expression (log2) in Sp_PCR_EMA (blue), (K) number of probes in PCR amplicons used as probes in Sp_PCR_TMA, (L) Differential expression (log2) in Sp_PCR_TMA (purple), (M) corresponding p-value. Click here for file

Additional file 2 **Differentially transcribed regions (dTRs) in *Schizosaccharomyces pombe *under oxidative stress**. Columns indicate the following: (A) identification number assigned to each dTR under the experimental conditions used, (B) differential expression (log2) in stressed relative to non-stressed cells, (C) corresponding p-value, (D, E) chromosome number, strand polarity and genomic coordinates of dTR initiation and end, (F) dTR length, (G) Empty cells indicate no overlap between dTR and any annotated transcript in the Sanger Centre genome release of July 17, 2009. Different synonyms for each gene are indicated. A symbol < or > preceding the name of the gene indicates that one end of the annotated ORF maps within the dTR and the other lies beyond its starting or end boundary, respectively. Symbols > < flanking the name of a gene indicate that the entire ORF is included within the boundaries of the dTR. Symbols < > flanking the name of the gene indicate that the entire dTR is included within the boundaries of the ORF. The 2328 entries in the table correspond to 2124 dTRs (Column A). The difference is due to the fact that some dTRs overlap with several exons. Out of the 2328 entries, 1546 were differentially expressed at least 2-fold and were distributed as follows: 510 dTRs (33.0%) had an average length of 613 nucleotides and did not overlap with annotated ORFs; 346(22.4%) were entirely included within ORFs and the remaining 690 (44.6%) overlapped partially with annotated ORFs. These data can be accessed from the genome browser on our website http://genomics.usal.es/TMADE/browser. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

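RNA abundance was measured in wild-type fission yeast before and 30 minutes after addition of 0.5 mM H2O2, in 2 cultures, on an Affymetrix expression array and an Affymetrix tiling array. Each platform has 2 control arrays and 2 H2O2 arrays, and arrays with the same replicate number were taken to come from the same culture. The authors grouped the probes by gene with the custom CDFs Sp_EMA and Sp_TMA, keeping probes with a unique sequence and a single match within annotated exons or ORFs and genes with at least 4 probes. The deposited values are log2 values per gene and array that the authors made with RMA (background adjustment, quantile normalization and median polish), and no version of the software is stated. They were used as deposited. The genes that the paper gives for each platform number 4904 for Sp_EMA and 4972 for Sp_TMA, and the 4854 with a value on both were analysed. Of these, 4847 were matched by systematic name to the ASM294v3 annotation, from which products, positions, coding lengths and antisense overlaps were taken.

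H2O2 was compared with control on each platform separately with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjusted p below 0.05, two-sided). No culture term was in this fit, and the culture as a replicate block, which gave 1210 higher and 1470 lower genes on Sp_TMA, was an alternative. The pairing behind it rests on the replicate numbers and on the methods of the paper, by which each culture was sampled before and after H2O2, and the values do not settle it: across genes, the difference between cultures in control cells correlated with that in H2O2 at r = -0.0585 on Sp_TMA and 0.253 on Sp_EMA. With 2 arrays against 2, an exact permutation test of a single gene cannot go below p = 0.333, so no such test is given. The difference between the platforms was tested with limma on the change on Sp_TMA minus that on Sp_EMA in each culture, against 0. That gives 2 values per gene, so its p-values rest largely on the variance shared between genes. Gene lists were tested with camera (preset correlation 0.01, lists of at least 5 measured genes, Benjamini-Hochberg over the 22 lists tested), with fry beside it and with an estimated correlation as an alternative. Intervals of correlations across genes are SDs over 1000 bootstrap samples of genes, and permutation tests over genes used 100000 permutations, two-sided. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

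There are 23 gene lists, written from general knowledge of fission yeast, with 570 members measured and 32 not matched. A gene can be a member of several lists. After the values were seen, 13 members were left out because their annotated product is not of the list, and the lists as first written are an alternative. The lists are peroxide, superoxide and thiol defence, Pap1 targets, Sty1-Atf1 effector genes, stress signalling, chaperones, proteasome and ubiquitin, cytosolic ribosomal proteins, rRNA processing, RNA polymerases I and III, MBF genes, mitosis and cell separation, histones, mating and meiosis, iron and copper uptake, glycolysis and fermentation, trehalose and glycerol metabolism, the pentose phosphate pathway, the respiratory chain, mitochondrial ribosomal proteins, autophagy, DNA repair, sulfur amino acid synthesis, and the genes that the paper names. Named genes are the 12 with the largest change on Sp_TMA in each direction among those past the threshold on both platforms with the same direction in both cultures on both platforms, every gene the paper names, up to 3 members of each list with the largest change on Sp_TMA among those past the threshold there, and the 5 genes of each direction with the largest difference between platforms. Other members of lists are named as examples, after their values were seen.

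The steps were tested on simulated data with 200 changed genes. On Sp_TMA limma recovered 63 of 67 changes of log2 0.5, 67 of 67 of log2 1 and 66 of 66 of log2 2, with 17 other genes called, and on Sp_EMA 66 of 67, 67 of 67 and 66 of 66, with 10 other genes called. The test of the difference between platforms recovered 59 of 67, 67 of 67 and 66 of 66, with 38 other genes called. That is more than its threshold of 0.05 allows, so that its counts are given with those of a fit with no replicate block. Noise was simulated independently per array, so the pairing of arrays within a culture was not tested. The precision of a value per gene is set by the arrays, with a median SD between cultures of 0.06 (log2) in control cells and 0.0721 in H2O2 on Sp_TMA and 0.0535 and 0.0431 on Sp_EMA. The median change over all genes was -0.05 on Sp_TMA and -0.07 on Sp_EMA.

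Alternatives were an intensity trend in the variance, the replicate block, leaving out each array in turn, centring arrays on their medians, quantile normalization of the gene values, leaving out the dimmest 25% of genes, a threshold of 0.01, a 2-fold minimum, Student's test per gene, Spearman's rho in place of Pearson's r, leaving out genes past 2-fold, pairing responses of different cultures, scaling Sp_EMA responses by the slope between platforms and a fit of the difference with no replicate block. Added after the data were seen were Welch's test per gene, the lists as first written and leaving out the highest 10% of genes on Sp_EMA. The CDF Sp_PCR and the values of dTRs were not analysed here, and of Additional file 1 only the first 1998 rows were at hand, so no overlap or enrichment was computed from it.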

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

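Of the tests in this part, that of bright falling genes, that of coding length among the genes below the upper quartile and that of the floor of Sp_TMA were chosen only after the result was seen. The change in H2O2 differed between the platforms for 665 genes (limma on the difference within each culture), with the log2 change on Sp_TMA minus that on Sp_EMA above 0 for 492 and below 0 for 173, rising and falling genes together, and the 94 called with no replicate block were among them. With 1 difference per culture, the p-values of this test rest largely on the variance shared between genes, not on replication of the gene itself. On simulated data it called 38 genes without a simulated difference, more than its threshold of 0.05 allows. The genes below have the largest differences (Sp_TMA minus Sp_EMA, log2), with the same sign in both cultures. Above 0 were the differences of 5 rising genes, the uncharacterized gene SPAC26F1.11, by 1.74 (2.31 on Sp_TMA and 0.57 on Sp_EMA, adjusted p = 2.6e-09, and 0.00456 with no replicate block), the heat shock gene hsp9, by 1.49 (2.26 on Sp_TMA and 0.77 on Sp_EMA, adjusted p = 8.4e-07, and 0.0501 with no replicate block), the enolase eno102, by 1.41 (adjusted p = 1.7e-07, and 0.025 with no replicate block), the glutaredoxin grx1, by 1.33 (1.70 on Sp_TMA and 0.37 on Sp_EMA, adjusted p = 5.0e-05, and 0.098 with no replicate block), and SPCC338.12, the proteinase B inhibitor Pbi2, by 1.21 (2.68 on Sp_TMA and 1.47 on Sp_EMA, adjusted p = 3.7e-07, and 0.0128 with no replicate block). The difference of grx1 was 1.96 in culture 1 and 0.71 in culture 2, and that of hsp9 1.91 and 1.08. On Sp_EMA the control values of hsp9 and grx1 (13.71 and 13.28) and the H2O2 value of SPCC338.12 (13.97) lay near the top of the range. On Sp_TMA the control values of hsp9 and grx1 had SDs of 0.48 and 0.60. The coding lengths of hsp9 (207 bp) and SPCC338.12 (234 bp) are below the 240 bp under which the paper gives Sp_TMA fewer probes than Sp_EMA. Which platform gives the truer size of these changes is therefore not settled. SPAC26F1.11 went from 5.20 to 5.77 there, near the lowest value of Sp_EMA (5.04), so that the size of its difference is uncertain, and eno102 was at 7.72 in control cells.

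Below 0 were the differences of 2 genes that rose less on Sp_TMA and 3 whose values were lower in H2O2 and fell further on Sp_TMA. The uncharacterized gene SPAC3G6.07 had -2.58 (3.18 on Sp_TMA and 5.75 on Sp_EMA, adjusted p = 9.4e-11, and 5.9e-04 with no replicate block), with a control value of 4.16 at the bottom of the range of Sp_TMA, and the uncharacterized gene SPAC6C3.03c had -1.29 (1.04 on Sp_TMA and 2.33 on Sp_EMA, adjusted p = 2.3e-07, and 0.0359 with no replicate block), with a control value of 4.88, also near the lowest value of Sp_TMA (4.02), so that the size of both differences is uncertain. The transporter SPBC530.02 had -1.31 (-2.18 on Sp_TMA and -0.87 on Sp_EMA, adjusted p = 1.2e-05, and 0.0323 with no replicate block), the phosphate transporter SPAC23D3.12 had -1.15 (-2.62 on Sp_TMA and -1.47 on Sp_EMA, adjusted p = 7.6e-07, and 0.00456 with no replicate block) and the DASH complex gene dad5 had -1.15 (-1.40 on Sp_TMA and -0.25 on Sp_EMA, adjusted p = 2.1e-06, and 0.0513 with no replicate block). On Sp_EMA dad5 went from 6.09 to 5.84 and SPBC530.02 ended at 5.83, so that the floor bounds their fall there and the size of these differences is uncertain. The difference of SPBC530.02 was -1.79 in culture 1 and -0.83 in culture 2.

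Of the 1222 genes that rose on Sp_TMA, 257 rose more there than on Sp_EMA, with a median difference of 0.45. With no replicate block 41 of them were called, so that the tests below describe a set of which most rests on the test within cultures. Loss of response at the top of the signal range of Sp_EMA cannot account for all of them, since 42.8% (exact binomial 95% interval 36.7 to 49.1) lay above the upper quartile of Sp_EMA in H2O2, against 27.6% of the other rising genes. For the 110 that lay above it, such a loss is a candidate explanation, since genes falling on Sp_TMA and bright on Sp_EMA in control cells also moved more on Sp_TMA, with a median difference -0.10 from that of the other falling genes (270 against 1249 genes, permutation p = 1e-05, the smallest that 100000 permutations can give). Antisense RNA read by Sp_EMA predicts more antisense annotation among the 257, and their share differed by -8.12 points (75.1% against 83.2%, permutation p = 0.00354). An overlap of any length counted, and the 257 have shorter coding sequences (below), which leave less room for an overlap. This share therefore does not decide the question. All permutation tests in this part shuffle genes, which are not independent replicates. Their p-values do not measure variation between cultures or arrays.

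Short genes stay open as another part of it. The median coding length of these genes was 696 bp, against 1188 bp for the other rising genes (difference -492, permutation p = 1e-05, the smallest possible), and among the 145 with a coding length that did not lie above the upper quartile of Sp_EMA the difference was -513 bp (permutation p = 1e-05 again). Both platforms read RNA of the same cultures, and no biological explanation was tested.

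Of the 1104 genes that rose on Sp_EMA, 48 rose more there, with a median difference of -0.44, and 8 of them were called with no replicate block. Antisense RNA read by Sp_EMA again predicts a higher share with antisense annotation, and the share differed by -12.3 points (70.8% against 83.1%, permutation p = 0.0334). Coding length was not adjusted for here either, so this share does not decide the question. A signal near the floor of Sp_TMA cannot be told apart from other causes, since 39.6% of the 48 lay in the lowest 10% of Sp_TMA in control cells, against 8.81% of the other rising genes, and the rest lay above it.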

How the results depend on the processing

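Welch's test, the lists as first written and the filter on bright genes of Sp_EMA were chosen after seeing the data. An intensity trend, the culture as a replicate block and the filter on dim genes leave the change of a gene as it is, so they could not reverse a call. No gene called on a platform was called in the other direction there with centring, with quantile normalization or without any single array. Without 1 array, with the lone array taken to vary like the other group, 885 to 1066 genes rose and 1145 to 1324 fell on Sp_TMA, and 810 to 1062 rose and 1300 to 1708 fell on Sp_EMA.

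A 2-fold minimum beside the adjusted p left 307 higher and 203 lower genes on Sp_TMA and 260 and 235 on Sp_EMA. Student's test per gene in place of limma called 548 and 614, and 600 and 907. Welch's test called 688 and 809, and 632 and 999, at an unadjusted p below 0.05, and after adjustment 0 and 0, and 1 (SPAC22A12.17c) and 0. Without the dimmest 25% of genes, 127 genes were at least 2-fold lower on Sp_TMA and 135 on Sp_EMA, with fewer genes counted. Of 22 lists, 14 were called on Sp_TMA and 13 on Sp_EMA, and 0 and 0 with an estimated correlation. The correlation is estimated there from 2 residual degrees of freedom per gene, so this loss of every call does not decide whether a list changed. The preset correlation of 0.01 is an assumption, on which the calls rest. The test fry, which takes a list without the other genes, put each list called on Sp_EMA below an adjusted p of 0.05. It also did so there for lists that camera did not call. These are cytosolic ribosomal proteins (0.0409), MBF (0.0412), histones (0.0265), mating and meiosis (0.0265), glycolysis (0.0153), DNA repair (0.0486) and sulfur amino acids (0.0486). On Sp_EMA fry therefore does not set the called lists apart. On Sp_TMA fry did so for the called lists except proteasome and ubiquitin (0.0546), the respiratory chain (0.0952) and cytosolic ribosomal proteins (0.299), and for sulfur amino acids (0.0116), which camera did not call. Lists as first written changed no call of a list. With the replicate block 2 lists were not called on Sp_TMA, autophagy (adjusted p = 0.0871) and the respiratory chain (0.35), and without the dimmest 25% of genes the respiratory chain (0.0534) on Sp_TMA and the genes that the paper names (0.0518 and 0.152) on both platforms. With no replicate block, 94 genes differed between platforms in place of 665, and without the highest 10% of genes on Sp_EMA 512. With Sp_EMA responses scaled by the slope it was 860 genes, 659 of them among the 665, and without the dimmest 25% of genes 643, with 338 among the 665. Without 1 culture that difference has no residual degrees of freedom and was not tested.

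The correlation of responses, 0.943, was 0.902 as Spearman's rho, 0.955 without the dimmest 25% of genes, 0.862 without genes past 2-fold, 0.936 after quantile normalization, 0.930 within cultures as a replicate block, 0.919 between independent cultures and 0.936 to 0.939 without 1 array. Between duplicates it was 0.995 for Sp_TMA control, 0.995 for Sp_TMA H2O2, 0.995 for Sp_EMA control and 0.997 for Sp_EMA H2O2 without the dimmest 25%, and Spearman's rho was 0.996 for Sp_TMA control and 0.997 for Sp_EMA control. For the changes in this part not due to fewer genes or arrays, the cause was not tested. With the replicate block, all 98 named genes kept their status, called or not called, on Sp_TMA and 96 on Sp_EMA. Without 1 array, some of the named genes changed their status on each platform. Values start at 4.02 on Sp_TMA and 5.04 on Sp_EMA, and these floors bound the fall of a dim gene.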

Differences from the paper's values

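For the duplicate H2O2 arrays of Sp_TMA, the paper's Pearson correlation is 0.996 and the value here is 0.997. The paper's value is over probe signals and the value here over RMA values of genes, with a tolerance of 0.0005. Of the alternatives set before the data were examined, Spearman's rho (0.996) falls within the paper's value, and leaving out the dimmest 25% of genes (0.995) does not.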

Other observations

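Of the tests in this part, both tests of the difference between the control cultures were chosen only after the result was seen. In several groups of genes that the paper does not discuss, members rose and others fell. Among all 4854 genes, 1222 rose and 1519 fell on Sp_TMA, and 1104 rose and 1759 fell on Sp_EMA. Calls in both directions within a list are therefore not particular to it. Values below are log2 changes on Sp_TMA and then on Sp_EMA. Of 27 mating and meiosis genes, 8 rose and 13 fell on Sp_TMA and 7 rose and 13 fell on Sp_EMA, with 8 higher and 14 lower on Sp_TMA and 7 higher and 13 lower on Sp_EMA adjusted over the list alone (adjusted p = 0.391 and 0.498 from camera), among them mei2, the RNA-binding protein of meiosis (-1.75 and -0.94), rgs1 (-1.60 and -1.42) and the formin fus1, which rose (1.10 and 1.53). Of 18 genes of the G1/S factor MBF, 4 rose and 9 fell on Sp_TMA and 5 rose and 10 fell on Sp_EMA, with 4 higher and 9 lower on Sp_TMA and 5 higher and 10 lower on Sp_EMA adjusted over the list alone (adjusted p = 0.469 and 0.675 from camera), with the cyclin cig2 (-1.94 and -1.81) and the replication factor cdc18 (-1.18 and -1.14) lower and cdt2 (0.88 and 0.97) higher, as were cdc10, res2 and ssb1 on both platforms and rad21 on Sp_EMA. Of 16 iron and copper uptake genes, 4 rose and 8 fell on Sp_TMA and 4 rose and 7 fell on Sp_EMA, with 4 higher and 8 lower on Sp_TMA and 4 higher and 7 lower on Sp_EMA adjusted over the list alone (adjusted p = 0.702 and 0.717 from camera). The siderophore gene sib2 rose (1.77 and 1.52), with sib1, php4 and ctr6, while fio1 (-1.42 and -1.12), fip1 (-1.23 and -1.16), ctr4 (-1.30 and -1.18) and str3 (-1.55 and -1.29) fell, and the call of str3 on Sp_EMA was lost without H2O2 array 2 (-0.96). Of 33 DNA repair and checkpoint genes, 8 rose and 10 fell on Sp_TMA and 11 rose and 11 fell on Sp_EMA, with 8 higher and 10 lower on Sp_TMA and 12 higher and 12 lower on Sp_EMA adjusted over the list alone (adjusted p = 0.787 and 0.184 from camera, with a median of -0.05 but a mean of 0.02 on Sp_TMA), with rhp16 (1.11 and 1.01) and rhp54 (0.99 and 1.01) higher and the DNA glycosylase myh1 (-0.72 and -0.96) and apn1 (-0.70 and -0.72) lower.

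Of 11 autophagy genes, 8 rose and 1 fell on Sp_TMA and 7 rose and 1 fell on Sp_EMA, with 9 higher and 2 lower on Sp_TMA and 7 higher and 1 lower on Sp_EMA adjusted over the list alone, with atg4 (1.30 and 1.68), atg13 (1.14 and 1.26) and atg8 (0.79 and 0.48) higher and atg12 (-0.70 and -0.68) lower. The list was called on both platforms (median 0.49 on Sp_TMA and 0.48 on Sp_EMA, adjusted p = 0.00977 and 0.00741 from camera, adjusted p = 0.503 and adjusted p = 0.607 with an estimated correlation), on Sp_TMA not with the culture as a replicate block (adjusted p = 0.0871), and the call of atg8 on Sp_EMA was lost without control array 1 (0.42). Of 40 genes of the respiratory chain and ATP synthase, 9 rose and 2 fell on Sp_TMA and 4 rose and 1 fell on Sp_EMA, with 9 higher and 2 lower on Sp_TMA and 0 higher and 0 lower on Sp_EMA adjusted over the list alone, with atp15 (0.86 and 0.21) and qcr10 (0.60 and 0.11) among those that rose on Sp_TMA, qcr10 not without control array 1 (0.58). This list was called on Sp_TMA (median 0.14, adjusted p = 0.0231, 0.641 with an estimated correlation, 0.35 with the replicate block, 0.0664 without control array 1) and not on Sp_EMA (adjusted p = 0.343, a median of -0.02 with a mean of 0.02 and the test pointing up). On Sp_EMA cox10, atp11, atp12 and atp5 rose and cox18 fell, and atp15 passed the threshold there without H2O2 array 2 (0.34) and with an intensity trend (still 0.21). On Sp_TMA cox18 and cox5 fell. Of 46 mitochondrial ribosomal protein genes, 5 rose and 11 fell on Sp_TMA and 2 rose and 22 fell on Sp_EMA, with 4 higher and 7 lower on Sp_TMA and 2 higher and 21 lower on Sp_EMA adjusted over the list alone, with SPAC23A1.18c (0.65 and 0.73) and mrp10 higher on both platforms, mrp4, rsm10 and SPCC18B5.04 higher on Sp_TMA, and SPCC1919.08c (-0.64 and -0.58) and mrpl31 (-0.53 and -0.38) lower. On Sp_TMA the call of SPCC1919.08c was lost without control array 2 (-0.45) or H2O2 array 1 (-0.39) and that of mrpl31 without H2O2 array 2 (-0.48). The list was called as lower on Sp_EMA (median -0.18, adjusted p = 0.0279, 0.756 with an estimated correlation), not without control array 2 (0.082) or H2O2 array 2 (0.1), and not on Sp_TMA (median -0.06, adjusted p = 0.787).

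Of 13 glycolysis and fermentation genes, 1 rose and none fell on Sp_TMA and 1 rose and 1 fell on Sp_EMA, with 1 higher and 0 lower on Sp_TMA and 1 higher and 0 lower on Sp_EMA adjusted over the list alone (adjusted p = 0.852 and 0.32 from camera, with a median of -0.05 and a mean of 0.19 on Sp_TMA), where eno102 rose on both platforms and hxk1 fell on Sp_EMA (-0.17). Of 3 pentose phosphate genes, too few to test as a list, 2 rose and none fell on Sp_TMA and 1 rose and none fell on Sp_EMA, with 2 higher and 0 lower on Sp_TMA and 1 higher and 0 lower on Sp_EMA adjusted over the list alone, with zwf1, glucose-6-phosphate dehydrogenase, at 0.67 and 0.39 and SPBC660.16, 6-phosphogluconate dehydrogenase, at 0.34 and 0.07, called on Sp_EMA only with an intensity trend (still 0.07), whose call on Sp_TMA was lost without control array 1 (0.31) or H2O2 array 1 (0.29). Of 10 sulfur amino acid genes, 2 rose and 4 fell on Sp_TMA and 3 rose and 2 fell on Sp_EMA, with 2 higher and 4 lower on Sp_TMA and 3 higher and 2 lower on Sp_EMA adjusted over the list alone (adjusted p = 0.702 and 0.708 from camera, with a median of -0.01 and a test pointing up on Sp_EMA), with met9 (-0.63 and -0.54) and sua1 (-0.44 and -0.14) lower on Sp_TMA, as were cys2 and sir1. On Sp_EMA met9 and cys2 fell and met6, met11 and cys12 rose, and sua1 was called as lower with an intensity trend (still -0.14). met11 (0.42 and 0.25) and cys12 rose on Sp_TMA too, and the call of met11 on Sp_EMA was lost without H2O2 array 1 (0.24) or H2O2 array 2 (0.26). Of 10 histone genes, none rose and 3 fell on Sp_TMA and none rose and 4 fell on Sp_EMA, with 0 higher and 2 lower on Sp_TMA and 0 higher and 3 lower on Sp_EMA adjusted over the list alone (adjusted p = 0.492 and 0.343 from camera), with hht2 (-0.60 and -0.36), hta2 (-0.48 and -0.32) and hhf2 (-0.39 and -0.57) lower on both platforms and hht1 on Sp_EMA, and hhf2 not lower on Sp_TMA without control array 2 (-0.28) or H2O2 array 2 (-0.25). Of the 14 genes that the paper names, 8 rose and 2 fell on Sp_TMA and 7 rose and 1 fell on Sp_EMA, with 8 higher and 2 lower on Sp_TMA and 7 higher and 1 lower on Sp_EMA adjusted over the list alone (adjusted p = 0.00572 and 0.00837 from camera, adjusted p = 0.503 and adjusted p = 0.541 with an estimated correlation), and since part of them are the paper's examples of change in these samples (Figure 5) this list is not independent evidence.

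The untreated cultures were not alike. By over 0.5 on both platforms, 10 genes were higher in culture 2 than in culture 1. Of these, 5 also rose in H2O2 on both platforms, ctt1 (0.51 and 0.70), the flavin oxidoreductase SPBC23G7.10c (0.62 and 0.73), SPBC725.03, SPCC338.18 and SPCC663.08c. The other 5 did not, gst2 (0.66 and 0.66), which rose on Sp_TMA alone, SPBCPT2R1.08c, SPAC212.08c, SPAC869.09 and SPAC977.15. The 4 genes lower in culture 2 by as much on both platforms act in metal uptake: ctr4 (-0.55 and -0.51), the ferric reductases frp1 (-0.68 and -0.66) and SPBC947.05c, and str3 (-0.73 and -0.69). These genes were picked out after their values were seen. Of the 17 Sty1-Atf1 effector genes, 15 were higher in culture 2 on Sp_TMA and 17 on Sp_EMA, by a mean of 0.25 and 0.21. Noise of single arrays cannot account for the difference as a whole, since across the 4854 genes it correlated between the platforms (r = 0.454, bootstrap SD 0.0251), which share the RNA of each culture. A part of the H2O2 response in control culture 2 is a candidate explanation: the difference on Sp_TMA correlated with the response of culture 2 on Sp_EMA (r = 0.121, bootstrap SD 0.0194), and that on Sp_EMA with the response of culture 2 on Sp_TMA (r = 0.231, bootstrap SD 0.0209), although a higher control value lowers that response. The iron and copper uptake list goes partly with it, since 3 of its 16 genes on Sp_TMA and 1 on Sp_EMA were higher in culture 2 and ctr4 and str3 fell in H2O2. The list also goes partly against it, since it was not called in H2O2 and 4 of its genes rose there on each platform. The reductase gene frp1, lower in culture 2, did not pass the test in H2O2 (0.11 and -0.06). SPBC947.05c, which was not matched to the list and is in none of its counts, rose in H2O2 (2.24 and 2.19). The list with the lowest median in H2O2, mitosis and cell separation, was not lower in culture 2, where 15 of 26 genes on Sp_TMA and 14 on Sp_EMA were higher (means 0.01 and 0.01), nor were the 24 genes of RNA polymerases I and III (12 and 12 higher). The 24 genes of rRNA processing, which mostly fell in H2O2, were mostly lower in culture 2 (6 and 5 higher), while the 46 mitochondrial ribosomal protein genes, called as lower in H2O2 on Sp_EMA, were mostly higher (39 and 38). A difference between the colonies or their growth stays open as untested, and genes are not independent replicates.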
